A study of Mus musculus with 18 samples. Its data were reported in "Folic Acid Supplementation Promotes Hypomethylation in Both the Inflamed Colonic Mucosa and Colitis-Associated Dysplasia" (2023).

How the data were processed

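RNA-Seq data from 18 libraries of colonic epithelium were analyzed. Female Swiss Webster mice had received azoxymethane (AOM), a colon carcinogen, and dextran sulfate sodium (DSS), which injures the colonic lining and causes colitis. Per the labels and the study's methods, the AOM injection was given to mice aged 7 weeks, and 4 DSS cycles began at 9 weeks. Each cycle had 7 days on water with 2% DSS and 14 days on plain water. From 11 weeks of age the mice ate chow with 0 or 8 mg/kg folic acid (FA) for 16 weeks, in place of the basal 2 mg/kg, and tissue was taken at 27 weeks. Non-dysplastic epithelium (ND) and polypoid dysplasia (P) were cut by laser microdissection from formalin-fixed, paraffin-embedded colons, with the area chosen by histology. Libraries were made from 40 ng of total RNA with a stranded kit for low inputs. The labels gave 4 groups, 0ND (n = 4), 0P (n = 4), 8ND (n = 5) and 8P (n = 5), and every library had a group.

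The authors deposited 1 table of raw read counts per gene name for each library. Per the labels and the methods, reads were aligned to mm10 with Bowtie and counted with HTSeq, whose versions and strand setting are not given in the sources used here. Without the strand setting, reads of overlapping genes and of antisense pairs cannot be told apart, and genes with close copies or pseudogenes are uncertain. The tables held 55453 gene names and 5 summary lines that name no gene, which stayed out of all library sizes and tests. The methods name RefSeq as the gene source, yet 54512 of the names occur in GENCODE M21 and 38416 in the RefSeq table. Coordinates below are those of GENCODE M21 on mm10, given as position of the annotated gene. Of all counted and uncounted reads, 22.0 to 40.7% per library fell on no gene, 40.1 to 62.2% had no unique alignment and 0.220 to 0.384% were ambiguous between genes.

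Total counts on genes ranged from 3500947 to 17048524 per library, with a median of 10292934. Between 27694 and 33151 genes had at least 1 read, and the 10 most abundant genes took 20.2 to 30.7% of the counts. The libraries carried no molecular identifiers that the sources mention, so counts include PCR copies. The square root of the common dispersion in edgeR was 0.261, which is the typical spread of a gene between libraries of a group. Each of the 32 pairs of libraries within a group differed beyond sampling noise, with the lowest chi-square per gene at 10.4, and their log-scale correlations lay between 0.934 and 0.972, so none was counted as a repeat deposit.

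Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes passed filterByExpr by group with a minimum count of 10, which left 20787. Libraries were scaled by TMM, and all 18 entered 1 robust quasi-likelihood fit with a mean per group. The comparisons were 8ND vs 0ND, 8P vs 0P, 0P vs 0ND and 8P vs 8ND. The difference between the effects of dose in P and in ND was tested as an interaction. P-values were adjusted by Benjamini-Hochberg over all tested genes, with the threshold at an adjusted p of 0.05, and the number that also changed at least 2-fold is given. The study used DESeq2 on such counts, so DESeq2 1.42.0 served as an alternative. Fold changes are given as log2 values with a standard error (SE), which was taken as the size of the log2 fold change divided by the square root of its F statistic. Levels of single genes are TMM-scaled CPM, which are counts relative to the scaled size of the library, as mean ± SD. Summed levels of marker lists are CPM relative to the total counts on genes, without TMM scaling.

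The genes named here followed a rule. In each comparison they were the 6 highest and 6 lowest log2 fold changes among genes past the threshold with a mean of at least 5 CPM and no overlap of the groups' CPM, leaving out unnamed gene models. Where none passed, the 5 smallest p-values were taken. For each list up to 4 members with the smallest p were added, together with the 15 genes the study singled out, and for the interaction the 5 smallest p-values. H2-T-ps lay outside this rule and was named after its values were seen, since it was 1 of 10 genes past the threshold. A gene that the rule takes is not reported here. Group names, comparisons, tests, lists, this rule and most alternatives were set before the data were examined.

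In all, 34 gene lists were fixed and 33 tested, since the adipocyte and pancreas list had fewer than 5 tested members. Epithelial lists covered colonic stem cell, goblet cell, absorptive colonocyte, enteroendocrine, tuft cell, Paneth-like, and fetal and regenerative epithelium genes. Pathway lists covered Wnt/beta-catenin targets, MAPK/ERK targets and feedback, proliferation, folate and one-carbon metabolism, DNA methylation machinery, p53 targets, ATF4 and amino acid stress, unfolded protein response, cholesterol synthesis, epithelial inflammation, interferon response, MHC class II, posterior Hox, mitochondrially encoded and ribosomal proteins. Other cell types were T and NK cell, B and plasma cell, macrophage and dendritic, neutrophil, fibroblast and matrix, smooth muscle, endothelium, and enteric glia and neuron. The study's own lists were its 15 genes, the inflammation genes it measured by qPCR, and 411 genes near differently methylated sites, of which 368 were in the tables and 295 were tested. Some lists share members, as the study's 15 genes do with its methylation list and the Wnt list does with the endothelium list. Calls of different lists are therefore not independent of each other. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 33 lists of a comparison. Camera with an estimated correlation and fry were alternatives. In 12 list medians some members had 3 or fewer counts in a whole group, and setting these to their ratio against 3 counts changed those medians by 0.

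Correlations of fold changes between comparisons that share libraries were set beside 20 simulations with unchanged groups and beside splits of the shared libraries, and so was the overlap of calls between 8ND vs 0ND and 0P vs 0ND. The share of the dysplasia profile in an ND library was the median, over genes at least 4-fold higher in P than in 0ND and above 10 CPM in P, of its distance from the 0ND mean divided by that of the P mean, and likewise over genes at least 4-fold lower. Library measures were compared by exact two-sided permutation tests, 52 in all, adjusted by Benjamini-Hochberg. Between 4 and 5 libraries the smallest p such a test can give is 0.00794, and between 4 and 4 it is 0.0286. Alternatives were DESeq2 size factors inside edgeR, upper-quartile scaling, no filter, a filter of 1 CPM in 4 libraries, the DESeq2 Wald test, limma-voom with quality weights, the replicate number as a block, only the compared groups in the fit, and each library left out in turn. A fit without 8ND 1 and 2 was added after the data were seen.

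The steps were tested on simulated data with 200 changed genes among 20787. For 8ND vs 0ND the test recovered 5.97% of genes changed 1.5-fold, 40.3% of those changed 2-fold and 77.3% of those changed 4-fold, with 3 calls among the 20587 unchanged genes. For 8P vs 0P the shares were 11.9%, 55.2% and 75.8%, with 4 such calls. For 0P vs 0ND they were 14.9%, 38.8% and 86.4%, with 2 such calls, and for 8P vs 8ND 16.4%, 44.8% and 81.8%, with 4. A list planted as changed was called at an adjusted p of 3.77e-24, and 0 of 33 random lists were called by camera in that simulation. Random lists are not chosen for shared regulation. The simulation therefore does not test whether the preset correlation is high enough for lists of co-regulated genes.

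The labels do not say which animal a library came from, nor that the libraries of a group came from separate mice. P-values therefore measure the spread between these libraries, which may be partly technical, and are too small if libraries share an animal. This holds for every test below.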

Results

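RNA-Seq measured gene expression in laser-microdissected colonic epithelium of mice with AOM/DSS colitis, a model in which a carcinogen and repeated chemical injury lead to dysplasia. The 18 libraries covered non-dysplastic epithelium and polypoid dysplasia from mice fed chow without FA (0ND, n = 4, and 0P, n = 4) or with 8 mg/kg FA (8ND, n = 5, and 8P, n = 5). Total counts ran from 3500947 in 8ND 4 to 17048524 in 0P 4. Group means were 9884923 ± 3470282 in 0ND, 8631246 ± 3159542 in 8ND, 12049672 ± 4018499 in 0P and 12119501 ± 2890102 in 8P (SD). The first principal component carried 45.6% of the variance, and 8ND 1 and 8ND 2 were the ND libraries nearest to the P libraries on it. Of 52 exact permutation tests on library measures, 0 passed after adjustment, with the smallest adjusted p at 0.0688. Measures with that value already had the smallest exact permutation p their design allows (0.00794). In 8P vs 8ND they were the summed B and plasma cell, neutrophil, smooth muscle, endothelium, and adipocyte and pancreas markers. The tests therefore do not show that library makeup was equal between groups.

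The comparison of 8ND with 0ND asked what the FA dose changed in epithelium without dysplasia. Wnt/beta-catenin targets, the genes switched on when beta-catenin enters the nucleus, were higher in 8ND as a group, although 0 of their 34 members passed alone. Among single genes, 10 of 20787 passed the edgeR test, 6 higher and 4 lower, 7 of them by at least 2-fold. DESeq2 called 313 (225 higher and 88 lower) and limma-voom 51 (18 higher and 33 lower). Cers3, a ceramide synthase for very long acyl chains, rose from 0.388 ± 0.247 CPM in 0ND to 2.95 ± 0.460 CPM in 8ND (log2 fold change 2.91 ± 0.40 SE, adjusted p = 0.0071). Pla2g2a, a secreted phospholipase of Paneth cells, rose from 100.3 ± 44.0 to 607 ± 342 CPM (2.60 ± 0.42, adjusted p = 0.033). Slc37a2, a sugar phosphate exchanger, fell from 120.0 ± 49.8 to 24.5 ± 10.2 CPM (−2.28 ± 0.30, adjusted p = 0.0071).

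The other genes that rose were Dyrk3, a kinase that dissolves stress granules (2.02 ± 0.36, adjusted p = 0.038), Pmepa1, a feedback inhibitor of TGF-beta signaling (0.95 ± 0.16, adjusted p = 0.026), Myof, a membrane repair protein (0.77 ± 0.13, adjusted p = 0.038), and Phldb2, which anchors microtubules at the cell cortex (0.74 ± 0.11, adjusted p = 0.011). Kyat1, a transaminase that makes kynurenic acid (−1.37 ± 0.23), and Per3, a component of the circadian clock (−1.31 ± 0.21), fell, each with an adjusted p of 0.026. H2-T-ps, annotated as an unprocessed pseudogene of the major histocompatibility region, also fell (−2.18 ± 0.39, adjusted p = 0.043), but reads of its close copies can be assigned to it. Pla2g2a is annotated as a polymorphic pseudogene. On mm10, Cers3 lies on chromosome 7 from 66743504 to 66823691, Pla2g2a on chromosome 4 from 138831857 to 138835186, Slc37a2 on chromosome 9 from 37227585 to 37255738 and Per3 on chromosome 4 from 151003652 to 151044665. The count was 18 without 0ND 1, 5 without 0ND 2, 4 without 0ND 3, 2 without 0ND 4, 8ND 1 or 8ND 2, 157 without 8ND 3, 6 without 8ND 4, and 0 without both 8ND 1 and 8ND 2. Cers3 and Slc37a2 passed in all 9 fits that left out 1 library, and the other 8 genes lost their call in at least 4 of them, with the adjusted p of Dyrk3 reaching 0.166 without 0ND 3.

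The Wnt list had a median log2 fold change of 0.72 in 8ND vs 0ND (camera adjusted p = 3.3e-32), with 25 members past the threshold when adjusted over the list alone, and it kept its call with an estimated correlation (adjusted p = 0.043). The study names Tbxt, Zfp703 and Enc1, which it singled out from these same libraries, as Wnt targets. The list was not tested with such genes left out. Levels of Axin2, the negative feedback gene of the pathway, were 47.3 ± 9.94 CPM in 0ND and 84.2 ± 20.004 CPM in 8ND (0.84 ± 0.22, adjusted p = 0.13). Prox1, a transcription factor switched on by Wnt signaling in colon tumors, measured 29.3 ± 5.86 and 112 ± 77.6 CPM (1.93 ± 0.44, adjusted p = 0.10), and Lgr5, a receptor that marks stem cells, 6.58 ± 2.95 and 29.6 ± 22.5 CPM (2.17 ± 0.57, adjusted p = 0.15). Sp5, a direct target of beta-catenin, had 2 counts over all 0ND libraries and 2.60 ± 2.31 CPM in 8ND. Without 8ND 3, Axin2 (adjusted p = 0.043), Prox1 (0.0030) and Lgr5 (0.013) passed the threshold. Without 0ND 4 their adjusted p rose to 0.43, 0.37 and 0.46. Axin2 lies on chromosome 11 from 108920349 to 108950783 and Lgr5 on chromosome 10 from 115450311 to 115587780.

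**Figure D1:**
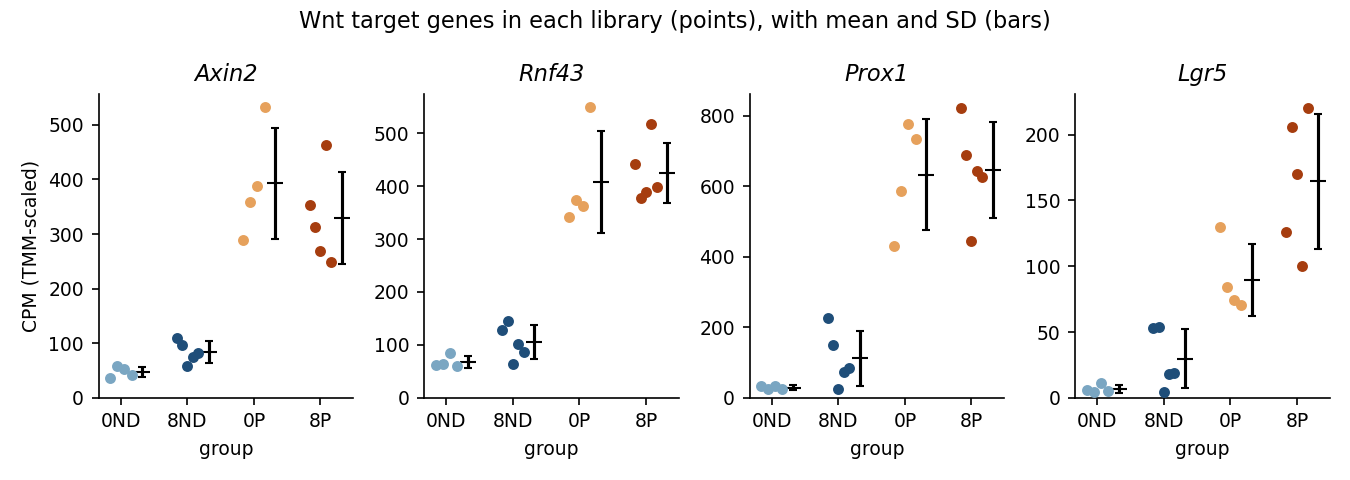
Each point is 1 library, with TMM-scaled CPM on the y axis for Axin2, Rnf43, Prox1 and Lgr5 in the 4 groups on the x axis, and bars show the group mean and SD. The 0ND libraries cluster near 47.3 CPM for Axin2, the 8ND libraries lie around 84.2 CPM, and the 0P and 8P means are 393 and 329.6 CPM.

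MAPK/ERK targets and feedback genes, the readouts of growth factor signaling, had a median of 0.36 in 8ND vs 0ND (camera adjusted p = 1.6e-07), with 0 of 31 members past the threshold, 8 adjusted over the list alone, and an adjusted p of 0.098 with an estimated correlation. Phlda1 (1.49 ± 0.30, adjusted p = 0.075) and Etv5 (1.22 ± 0.30, adjusted p = 0.12) had the smallest p-values there, and both passed without 8ND 3 (adjusted p = 9.2e-04 and 0.019). ATF4 and amino acid stress genes had a median of 0.32 (camera adjusted p = 2.4e-11, and 0.059 with an estimated correlation), led by the proline synthesis enzyme Pycr1 (1.87 ± 0.38, adjusted p = 0.075), the amino acid transporter Slc1a4 (0.98 ± 0.21, adjusted p = 0.078) and asparagine synthetase Asns (0.84 ± 0.19, adjusted p = 0.087). Without 8ND 3, Pycr1 and Slc1a4 passed (adjusted p = 0.019 and 0.040). Without 0ND 4 the adjusted p was 0.30 for Phlda1, 0.40 for Etv5, 0.30 for Pycr1 and 0.31 for Slc1a4. Cholesterol synthesis genes had a median of 0.32 (camera adjusted p = 5.5e-08, and 0.16 with an estimated correlation).

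Colonic stem cell genes had a median of 0.38 in 8ND vs 0ND (camera adjusted p = 1.7e-06, and 0.059 with an estimated correlation). Fetal and regenerative epithelium genes, which return during repair, had a median of 0.42 (camera adjusted p = 7.1e-07, and 0.091 with an estimated correlation). Paneth-like genes had a median of 2.15 (camera adjusted p = 6.1e-09, and 0.059 with an estimated correlation), and of their 10 tested members Pla2g2a passed. That median was 2.77 without 0ND 1, 1.35 without 8ND 1 and 0.62 without both 8ND 1 and 8ND 2. The protease Mmp7 measured 1.199 ± 1.198 and 15.1 ± 14.0 CPM (3.44 ± 0.80, adjusted p = 0.11, and 0.017 without 8ND 3), and its fitted value was 4.46 without 0ND 1. Absorptive colonocyte genes had a median of −0.28 (camera adjusted p = 0.0022, and 0.38 with an estimated correlation), with the chloride exchanger Slc26a3 at 828 ± 392 CPM in 0ND and 284 ± 80.8 CPM in 8ND (−1.55 ± 0.50, adjusted p = 0.26). Enteroendocrine genes had a median of −0.43 (camera adjusted p = 0.011, and 0.40 with an estimated correlation), and that call was lost without 0ND 2, 0ND 4 or 8ND 2 (highest adjusted p = 0.21). Goblet cell genes, with a median of 0.19, did not pass (camera adjusted p = 0.088). Among them the mucin Muc2 measured 4175 ± 1153 CPM in 0ND and 9288 ± 2578 CPM in 8ND (1.15 ± 0.44, adjusted p = 0.37). The goblet list passed without 0ND 4 or 8ND 2 (adjusted p = 0.031 and 0.0088).

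Folate and one-carbon metabolism genes, the enzymes that use the vitamin, did not pass as a group in 8ND vs 0ND (median 0.05, camera adjusted p = 0.27), and 0 of 44 passed alone. Mitochondrial Aldh1l2 had the smallest p among them, with 3.08 ± 0.756 CPM in 0ND and 6.76 ± 0.473 CPM in 8ND (1.13 ± 0.28, adjusted p = 0.11), and it alone passed when adjusted over the list alone. DNA methylation machinery (median −0.04, camera adjusted p = 0.52) and the 295 tested genes of the study's methylation list (median 0.04, camera adjusted p = 0.27) did not pass. In the methylation list 0 genes passed over all genes in edgeR, and 6 passed adjusted over the list alone. Tuft cell (median 0.11, camera adjusted p = 0.27), posterior Hox (−0.67, 0.13), interferon response (−0.03, 0.49), MHC class II (0.10, 0.86), ribosomal proteins (−0.04, 0.24) and mitochondrially encoded genes (−0.02, 0.49) did not pass either. Posterior Hox passed without 0ND 1 or 8ND 1, MHC class II without 0ND 1, and ribosomal proteins without 0ND 1, 0ND 3, 8ND 1 or 8ND 3, at adjusted p between 0.0033 and 0.040.

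Several other lists passed camera in 8ND vs 0ND and lost their call with an estimated correlation. These were proliferation (median 0.11, adjusted p = 0.042, and 0.70 with an estimated correlation), p53 targets (0.22, 0.010 and 0.28), unfolded protein response (0.20, 1.1e-04 and 0.38), epithelial inflammation (0.47, 0.012 and 0.28) and the qPCR inflammation genes (0.92, 0.0016 and 0.12). The qPCR inflammation genes are the 8 of the study, of which 5 were tested here. Among them the protease Mmp9 measured 0.813 ± 0.335 CPM in 0ND and 2.50 ± 1.04 CPM in 8ND (1.58 ± 0.44, adjusted p = 0.16). The study's qPCR used a separate set of samples that included submucosa. It found Il6, for which no value is given here, the most affected by the dose. The call of this list is therefore not a repeat of the qPCR result. Proliferation lost its call without 0ND 1, 0ND 3, 0ND 4, 8ND 3 or 8ND 5 (highest adjusted p = 0.74), and epithelial inflammation without 0ND 4 or 8ND 3 (highest 0.071). Over single libraries left out, the median was 0.026 to 0.21 for proliferation, 0.13 to 0.34 for unfolded protein response and 0.24 to 0.63 for epithelial inflammation.

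Markers of other cell types were measured beside these groups. In 8ND vs 0ND, neutrophil (median 0.74, camera adjusted p = 0.012, and 0.38 with an estimated correlation), fibroblast and matrix (0.22, 0.022 and 0.65) and macrophage and dendritic genes (0.22, 0.041 and 0.59) passed in the higher direction, and smooth muscle genes in the lower (−0.39, 0.0026 and 0.58). Neutrophil lost its call without 0ND 4 (adjusted p = 0.090), fibroblast and matrix without 0ND 1, 0ND 3, 8ND 3 or 8ND 5 (highest 0.20), macrophage and dendritic without 0ND 2, 8ND 3 or 8ND 5 (highest 0.23), and smooth muscle without 0ND 2 (0.98, with a median of 0.02). T and NK cell (−0.15, camera adjusted p = 0.43), B and plasma cell (−0.17, 0.32), endothelium (0.03, 0.30) and enteric glia and neuron genes (−0.01, 0.32) did not pass, and B and plasma cell passed without 0ND 1 (0.014) and enteric glia and neuron without 0ND 4 (0.041). The 2 tested adipocyte and pancreas genes had a median of −0.12 and were too few for camera. The median of B and plasma cell genes lay below 0 while its camera direction was up. Summed over the fibroblast and matrix list, counts were 2349 ± 93.6 CPM in 0ND and 2839 ± 204 CPM in 8ND (exact permutation p = 0.00794, the smallest this design allows, adjusted p = 0.0688). The neutrophil sum was 28.9 ± 5.55 and 29.8 ± 6.40 CPM, that of macrophage and dendritic genes 624 ± 265 and 613 ± 103 CPM, and that of smooth muscle genes 2949.9 ± 1211 and 2351 ± 512 CPM, none past the adjusted threshold. The B and plasma cell sum was 1135 ± 415 and 1713 ± 556 CPM, higher in 8ND unlike the median (exact permutation adjusted p = 0.44). The endothelium sum was 473 ± 62.8 and 565 ± 71.4 CPM (exact permutation adjusted p = 0.29).

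The study singled out 15 genes from these libraries, so their direction here is not independent evidence. It places Dusp4 and Epha2 in MAPK signaling. Like the Wnt list, the MAPK/ERK list was not tested with such genes left out. In 8ND vs 0ND, 0 of the 15 passed the edgeR test over all genes, 13 had an unadjusted p under 0.05, 12 passed adjusted over the list alone, and 10 passed with DESeq2, of which 3 changed at least 2-fold. The list had a median of 0.56 (camera adjusted p = 0.013, and 0.16 with an estimated correlation), and lost that call without 0ND 1 (adjusted p = 0.16). Tbxt, the mesoderm factor Brachyury (listed as T), had a fitted fold of 11.7 from 9 counts over all 0ND libraries (3.55 ± 1.14, adjusted p = 0.26), and its log2 value was 4.79 without 0ND 1 and 2.95 without 8ND 1. The proton transporter Slc4a11 was 4.15-fold higher (2.05 ± 0.39, adjusted p = 0.059, and 0.016 without 8ND 3 or 0.029 without 8ND 5). Dusp4, a MAP kinase phosphatase, was 2.39-fold higher (1.25 ± 0.45, adjusted p = 0.32), and Thbs1, an inhibitor of blood vessel growth, 1.87-fold (0.90 ± 0.24, adjusted p = 0.13). Spink4 (1.17), Epha2 (0.85), Zfp703 (0.83), Enc1 (0.56) and Atp11a (0.42) had values above 0, and Lzts1 (−0.13), Tns4 (−0.67), Neu1 (−0.79), Rab11fip4 (−0.82), Rims4 (−0.88) and Fut9 (−1.44) below 0. Without 8ND 3, Zfp703, Atp11a, Neu1 and Rab11fip4 passed (adjusted p between 0.014 and 0.026), and without 0ND 1 Neu1 and Rab11fip4 did (0.049 each). Tbxt lies on chromosome 17 from 8434423 to 8442496 and Slc4a11 on chromosome 2 from 130684113 to 130697519.

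**Figure D2:**
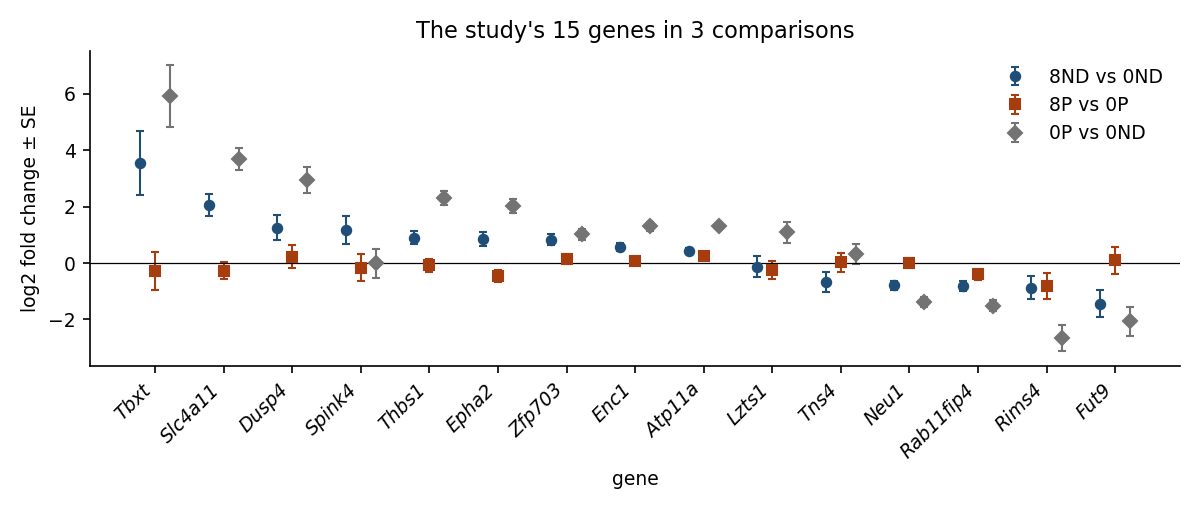
Points show the log2 fold change and bars its SE for the 15 genes the study singled out, in 8ND vs 0ND, 8P vs 0P and 0P vs 0ND. In 8ND vs 0ND, 9 of the 15 values lie above 0, and the 8P vs 0P values lie near 0 for most of the genes.

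The comparison of 8P with 0P asked what the dose changed within polypoid dysplasia. Wnt/beta-catenin targets (median −0.01, camera adjusted p = 0.82) and MAPK/ERK targets (median −0.05, camera adjusted p = 0.92) did not differ as groups. The study, by contrast, described higher expression of beta-catenin and MAPK pathway genes in 8P than in 0P from heatmaps. The genes of those heatmaps were not compared with these lists. For beta-catenin the study also reported immunohistochemical staining, with the protein expressed in a larger fraction of tumor cells on the supplemented diet. Protein staining is not part of the RNA-Seq data, so the list results do not test that observation. Axin2 measured 393 ± 102 CPM in 0P and 329.6 ± 84.8 CPM in 8P, Prox1 633 ± 157 and 646 ± 136 CPM, and Lgr5 89.6 ± 27.3 and 164 ± 51.1 CPM. In edgeR 0 genes passed, with 2093 at an unadjusted p under 0.05, while DESeq2 called 13 and limma-voom 1. Without 0P 1, 5 genes passed.

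The smallest p-values belonged to Tnxb, a matrix protein of connective tissue, at 33.5 ± 4.55 CPM in 0P and 11.7 ± 3.96 CPM in 8P (−1.52 ± 0.24, adjusted p = 0.053), and Pcdh11x, a cell adhesion protein, at 2.18 ± 0.835 and 0.385 ± 0.161 CPM (−2.44 ± 0.39, adjusted p = 0.053). Mmrn1, a protein of endothelium and platelets, measured 17.3 ± 4.03 and 7.40 ± 1.39 CPM (−1.22 ± 0.21, adjusted p = 0.060), and the translation regulator Cpeb2 44.99 ± 3.13 and 68.9 ± 6.79 CPM (0.61 ± 0.11, adjusted p = 0.060). The gene model 6030400A10Rik, which lies on chromosome 5 from 43265157 to 43266368 inside Cpeb2, had 7.09 ± 0.825 and 18.1 ± 6.93 CPM (1.35 ± 0.27, adjusted p = 0.29), and its reads cannot be told apart from those of Cpeb2. Tnxb (adjusted p = 0.049) and Pcdh11x (0.049) passed with DESeq2 size factors, and Pcdh11x without 0P 1 (0.041).

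Camera called 9 lists lower in 8P and 0 higher, and with an estimated correlation 0 lists passed. Ribosomal proteins had a median of −0.38 (camera adjusted p = 3.3e-15, and 0.68 with an estimated correlation), with 0 of 48 past the threshold. Proliferation had a median of −0.21 (7.3e-05 and 0.70), with the replication helicase gene Mcm2 at 38.3 ± 4.52 CPM in 0P and 29.5 ± 4.23 CPM in 8P (−0.38 ± 0.12, adjusted p = 0.45). Cholesterol synthesis had a median of −0.24 (7.3e-05 and 0.68), and enteroendocrine genes −0.57 (2.3e-04 and 0.66), with the hormone gene Gcg at 2.13 ± 2.16 and 0.652 ± 0.585 CPM. Absorptive colonocyte genes had a median of −0.26 (0.030 and 0.70), with the water channel Aqp8 (−2.06 ± 0.80) and the carbonic anhydrase Car4 (−1.66 ± 0.65) at an adjusted p of 0.47 each. Proliferation lost its call without 0P 2 (adjusted p = 0.28), and absorptive colonocyte without 8P 2 (0.14) or 8P 4 (0.17), while without 0P 1 its median was 0.03 (0.82). Over single libraries left out, the median was −1.06 to −0.34 for enteroendocrine and −0.30 to −0.076 for proliferation genes. Without 0P 1, Aqp8 stood at −0.16, Car4 at −0.56 and Gcg, whose log2 fold change was −1.77 with all libraries, at −0.74.

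Among other cell types in 8P vs 0P, endothelium (median −0.24, camera adjusted p = 2.3e-04, and 0.66 with an estimated correlation), smooth muscle (−0.46, 2.3e-04 and 0.70), fibroblast and matrix (−0.21, 3.9e-04 and 0.70) and B and plasma cell genes (−0.72, 0.039 and 0.74) were lower by camera. Their summed levels in 0P and 8P were 1073 ± 211 and 1059 ± 219, 1417 ± 217 and 1116 ± 339, 3664 ± 347 and 3370.4 ± 1250.2, and 435 ± 32.0 and 551 ± 255 CPM in that order, none past the adjusted threshold, and the sum of B and plasma cell genes was the higher in 8P. The lymphatic receptor Lyve1 measured 11.8 ± 3.09 CPM in 0P and 5.10 ± 1.17 CPM in 8P (−1.21 ± 0.25, adjusted p = 0.35). Fibroblast and matrix lost its call without 8P 3 (adjusted p = 0.066), and B and plasma cell without 0P 1, 0P 3, 8P 1, 8P 4 or 8P 5 (highest 0.59). Over single libraries left out, the median was −0.39 to −0.14 for endothelium and −0.35 to −0.12 for fibroblast and matrix genes. Of the other 24 lists the study's 15 genes had a median of −0.08 (camera adjusted p = 0.54), folate and one-carbon metabolism −0.09 (0.096) and DNA methylation machinery −0.05 (0.54). Goblet cell (−0.12, 0.14), MHC class II (−0.48, 0.096) and mitochondrially encoded genes (−0.13, 0.096) did not pass either. Of these, goblet cell passed in the lower direction without 0P 2, 0P 3, 8P 1, 8P 2 or 8P 5 (lowest adjusted p = 0.0036), MHC class II without 0P 2, 0P 4, 8P 2 or 8P 3 (0.0092), mitochondrially encoded without 0P 2, 8P 1 or 8P 4 (0.0019) and folate and one-carbon metabolism without 0P 1 (0.043) or 0P 3 (0.032). Fetal and regenerative epithelium passed without 0P 3 (0.028), posterior Hox without 0P 1 (0.032), and epithelial inflammation and the methylation genes without 8P 2 (0.031 each), all lower, and colonic stem cell in the higher direction without 0P 1 (0.043).

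The comparisons of P with ND asked what distinguishes polypoid dysplasia on each diet. In 0P vs 0ND, most Wnt targets rose and most genes of differentiated colonocytes fell. In all, 6562 genes passed, 3304 higher and 3258 lower, and 3300 of them changed at least 2-fold. Among the largest by the naming rule were the zinc transporter Slc30a2 (7.03 ± 1.05, adjusted p = 1.4e-04), the metallothionein Mt4 (7.30 ± 1.29, adjusted p = 4.6e-04) and Cfi, an inhibitor of complement (6.93 ± 1.14, adjusted p = 2.3e-04), of which Mt4 and Cfi had 6 and 5 counts over all 0ND libraries. Clec2f, annotated as a transcribed pseudogene with close copies, rose from 5 such counts to 17.7 ± 5.29 CPM in 0P, and Sp5 from 2 counts to 17.7 ± 4.90 CPM. The fitted values moved to 8.23 for Cfi without 0ND 1 and to 8.57 for Mt4 without 0ND 2.

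Of the 34 Wnt targets, 32 rose in 0P vs 0ND, 0 fell and 2 did not pass (median 2.37, camera adjusted p = 3.6e-33, and 0.033 with an estimated correlation). Axin2 rose from 47.3 ± 9.94 to 393 ± 102 CPM (3.06 ± 0.24, adjusted p = 4.7e-07), Prox1 from 29.3 ± 5.86 to 633 ± 157 CPM (4.43 ± 0.50, adjusted p = 9.2e-06), and Rnf43, a ligase that removes Wnt receptors, from 67.4 ± 11.2 to 407 ± 96.4 CPM (2.60 ± 0.22, adjusted p = 4.9e-07). Of 31 MAPK/ERK genes 15 rose, 3 fell and 13 did not pass (median 0.64, camera adjusted p = 8.6e-07, and 0.11 with an estimated correlation), with Phlda1 (3.00 ± 0.33), Etv5 (2.75 ± 0.32) and Myc (1.502 ± 0.16) among those that rose. Colonic stem cell genes rose in 11, fell in 3 and did not pass in 4 of 18 (median 1.19, camera adjusted p = 4.2e-06, and 0.047 with an estimated correlation). Fetal and regenerative epithelium genes rose in 16 and did not pass in 10 of 26 (median 1.40, 2.8e-10 and 0.044). Paneth-like genes rose in 6 of 10 (median 4.46, and 3.73 without 0P 4, 2.5e-04 and 0.17), with Mmp7 (5.91 ± 0.83, and 6.94 without 0ND 1) and Pla2g2a (4.68 ± 0.47) among them.

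Absorptive colonocyte genes fell in 22, rose in 2 and did not pass in 7 of 31 in 0P vs 0ND (median −1.61, camera adjusted p = 6.4e-11, and 0.044 with an estimated correlation). Slc26a3 fell by 4.27 on the log2 scale (SE 0.60, adjusted p = 7.0e-05), Aqp8 by 4.43 (SE 0.71, adjusted p = 2.1e-04) and the butyrate transporter Slc5a8 by 3.07 (SE 0.35, adjusted p = 7.9e-06), while the sodium exchanger Slc9a3 rose (1.79 ± 0.22, adjusted p = 8.7e-06). Car4 (−4.15 ± 0.70), the sulfotransferase Sult1a1 (−4.005 ± 0.48), the cytochrome P450 Cyp2c55 (−4.84 ± 1.18) and Btnl1, which maintains intraepithelial T cells (−4.29 ± 0.83), fell as well. Without 0P 1 the values were lower, at −4.87 for Slc26a3, −6.33 for Aqp8, −5.25 for Car4, −4.82 for Sult1a1, −6.14 for Cyp2c55, −6.10 for Btnl1 and −4.27 for Gcg, and Cyp2c55 stood at −4.01 without 0ND 1. Goblet cell genes fell in 20 and did not pass in 4 of 24 (median −1.61, camera adjusted p = 5.1e-10, and 0.14 with an estimated correlation), including the peptide gene Guca2a (−2.88 ± 0.43) and the lineage factor Atoh1 (−2.26 ± 0.42). Enteroendocrine genes fell in 14 and did not pass in 4 of 18 (median −2.29, 3.0e-07 and 0.11), with Gcg at −3.23 ± 0.53 and Insl5 at −3.74 ± 0.59. Tuft cell genes rose in 2 and fell in 2 of 16 (median −0.08, camera adjusted p = 0.82).

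Proliferation genes rose in 24 and did not pass in 13 of 37 (median 0.67, camera adjusted p = 3.1e-08, and 0.22 with an estimated correlation), with the topoisomerase Top2a at 0.98 ± 0.18 and Mcm2 at 0.86 ± 0.13. ATF4 and amino acid stress genes rose in 16 of 30 (median 0.61, 1.3e-06 and 0.12), led by Pycr1 (3.01 ± 0.40). DNA methylation machinery rose in 10, fell in 2 and did not pass in 12 of 24 (median 0.26, 0.0045 and 0.14), with the methyl-CpG binding factor Zbtb38 at 1.39 ± 0.15. Folate and one-carbon metabolism rose in 10, fell in 5 and did not pass in 29 of 44, with no call as a group (median 0.20, camera adjusted p = 0.25). Mtap, which salvages methionine, rose (1.99 ± 0.17, adjusted p = 4.9e-07), and Cth, which makes cysteine, fell by 1.72 (SE 0.18, adjusted p = 2.4e-06). P53 targets rose in 14, fell in 2 and did not pass in 12 of 28 (median 0.47, 1.8e-04 and 0.11), with the kinase Plk2 at 1.65 ± 0.19. Unfolded protein response (median −0.02, camera adjusted p = 0.63), cholesterol synthesis (0.27, 0.059) and the methylation list (0.01, 0.49) did not pass. Cholesterol synthesis passed without 0ND 2 (0.042), 0ND 3 (0.022) or 0P 4 (0.017). In the methylation list 67 genes rose, 55 fell and 173 did not pass.

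Epithelial inflammation genes rose in 16, fell in 6 and did not pass in 11 of 33 in 0P vs 0ND (median 0.84, camera adjusted p = 0.010, and 0.17 with an estimated correlation). The study's qPCR inflammation genes rose in 5 of 5 tested (median 2.73, 5.2e-05 and 0.060), with Mmp9 at 3.89 ± 0.43. Neutrophil genes rose in 9, fell in 1 and did not pass in 1 of 11 (median 2.59, 1.1e-04 and 0.14), and their summed level was 28.9 ± 5.55 CPM in 0ND and 72.7 ± 17.6 CPM in 0P. Macrophage and dendritic genes rose in 9 and did not pass in 11 of 20 (median 0.53, 0.0064 and 0.44), with sums of 624 ± 265 and 669.5 ± 115 CPM. Smooth muscle genes fell in 13 of 15 (median −1.31, 5.2e-06 and 0.34), with Myh11 at −1.54 ± 0.34 and Des at −2.33 ± 0.46, and summed to 2949.9 ± 1211 CPM in 0ND and 1417 ± 217 CPM in 0P. The endothelium list summed to 473 ± 62.8 and 1073 ± 211 CPM, but the list did not pass (median −0.09, 0.77). Much of the latter sum was Prox1, which it shares with the Wnt list, at 633 ± 157 CPM after TMM scaling. B and plasma cell genes fell in 4 and rose in 1 of 17 (median −1.10, 0.059) and passed without 0ND 2, 0ND 4 or 0P 3 (lowest adjusted p = 0.014). The antibody joining chain Jchain fell by 1.64 (SE 0.41, adjusted p = 0.0059). In fibroblast and matrix 11 genes rose, with Col1a1 at 1.27 ± 0.27, and 4 fell, with Postn at −1.80 ± 0.29 (median 0.59, 0.16).

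In 8P vs 8ND, most Wnt targets rose and most genes of goblet cells and differentiated colonocytes fell. In all, 5869 genes passed, 2894 higher and 2975 lower, of which 2568 changed at least 2-fold. Wnt targets rose in 28 and did not pass in 6 of 34 (median 1.76, camera adjusted p = 9.5e-21, and 0.044 with an estimated correlation). Axin2 rose from 84.2 ± 20.004 to 329.6 ± 84.8 CPM (1.97 ± 0.21, adjusted p = 4.6e-06), Prox1 from 112 ± 77.6 to 646 ± 136 CPM (2.53 ± 0.41, adjusted p = 2.6e-04) and the transcription factor Lef1 from 21.7 ± 8.11 to 100.1 ± 18.8 CPM (2.20 ± 0.25, adjusted p = 1.2e-05). Largest by the naming rule were the transcription factor Onecut2 (4.59 ± 0.65), the receptor phosphatase Ptprq (4.28 ± 1.15), Ccdc33 (3.92 ± 0.48), osteopontin Spp1 (3.72 ± 0.57), Wfdc18 (3.71 ± 0.70) and the desmosome protein Dsg3 (3.60 ± 0.70), with an adjusted p of 0.011 for Ptprq and at most 0.0012 for the others. By the same rule Aqp8 (−5.25 ± 0.73), Gcg (−4.85 ± 0.54), Insl5 (−4.69 ± 0.59), Car4 (−4.58 ± 0.66), the secretory granule protein Sycn (−4.27 ± 0.77) and Btnl1 (−4.09 ± 0.75) were lowest. Without 8P 4, Ptprq stood at 2.91 and Wfdc18 at 2.95, Insl5 stood at −5.38 without 8P 1, Btnl1 at −4.90 without 8P 5, and Sycn at −3.47 without 8ND 3 or −5.03 without 8P 2. Ptprq lost its call without both 8ND 1 and 8ND 2 (adjusted p = 0.073).

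Goblet cell genes fell in 23 of 24 in 8P vs 8ND (median −2.04, camera adjusted p = 5.8e-20, and 0.044 with an estimated correlation), with Guca2a (−3.13 ± 0.39, and −3.72 without 8P 5) and the goblet factor Spdef (−2.47 ± 0.32) among them. Absorptive colonocyte genes fell in 23, rose in 1 and did not pass in 7 of 31 (median −1.52, 8.5e-15 and 0.044), and enteroendocrine genes fell in 14 of 18 (median −2.58, 3.9e-11 and 0.044). Colonic stem cell genes rose in 11, fell in 2 and did not pass in 5 of 18 (median 0.89, 4.1e-05 and 0.044), and fetal and regenerative genes rose in 11 and did not pass in 15 of 26 (median 0.50, 5.0e-06 and 0.081). MAPK/ERK genes rose in 11, fell in 1 and did not pass in 19 of 31 (median 0.38, 8.0e-04 and 0.24), with Phlda1 at 1.73 ± 0.28. Proliferation rose in 14 of 37 (median 0.36, 6.8e-04 and 0.54), with Hells, a helicase that supports DNA methylation, at 0.81 ± 0.15. Unfolded protein response fell in 8 of 21 (median −0.24, 0.0023 and 0.54), and cholesterol synthesis fell in 7, rose in 1 and did not pass in 16 of 24 (median −0.32, 0.021 and 0.54). Cholesterol synthesis lost its call without 8ND 1 (adjusted p = 0.052) or 8P 5 (0.085).

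DNA methylation machinery rose in 9 of 24 in 8P vs 8ND (median 0.28, camera adjusted p = 9.4e-04, and 0.11 with an estimated correlation), with Zbtb38 at 1.06 ± 0.13. Folate and one-carbon metabolism rose in 5, fell in 5 and did not pass in 34 of 44 (median −0.01, 0.96), with Mtap at 1.30 ± 0.15 and Cth at −1.55 ± 0.16. Paneth-like genes rose in 3 of 10 (median 1.57, and 2.38 without 8ND 1, 0.041 and 0.54), and ATF4 genes in 4 of 30 (median 0.20, 0.044 and 0.54). Paneth-like lost its call without 8ND 4 or 8P 2 (highest adjusted p = 0.11), and ATF4 and amino acid stress without 8ND 2, 8ND 4, 8P 1 or 8P 2 (highest 0.24). Neutrophil genes rose in 9 and fell in 1 of 11 (median 1.88, 5.1e-04 and 0.22), summing to 29.8 ± 6.40 CPM in 8ND and 78.6 ± 41.3 CPM in 8P. Smooth muscle genes fell in 13 of 15 (median −1.41, 3.3e-09 and 0.22), from 2351 ± 512 to 1116 ± 339 CPM. B and plasma cell genes fell in 7 and did not pass in 10 of 17 (median −1.91, 7.6e-05 and 0.39), from 1713 ± 556 to 551 ± 255 CPM. P53 targets rose in 15, fell in 1 and did not pass in 12 of 28 (median 0.51, 5.1e-04 and 0.11), and the qPCR inflammation genes rose in 4 of 5 (median 1.88, 0.0026 and 0.12). Epithelial inflammation genes rose in 10, fell in 4 and did not pass in 19 of 33, with no call as a group (median 0.57, camera adjusted p = 0.14). Tuft cell (−0.28, 0.39) and the methylation list (−0.03, 0.72) did not pass either. Of the genes past the threshold in 0P vs 0ND, 2007 also rose and 2122 also fell in 8P vs 8ND, where independent lists of these sizes would share 460.0 and 466, and 0 genes passed in opposite directions. Of the study's 15 genes, 13 passed in each of the 0P vs 0ND and 8P vs 8ND comparisons, 9 higher and 4 lower, among them Slc4a11 (3.69 ± 0.40 and 1.37 ± 0.31), Dusp4 (2.94 ± 0.47 and 1.92 ± 0.40) and Thbs1 (2.30 ± 0.25 and 1.32 ± 0.22). In 8P vs 8ND, Lzts1 lost its call in 7, Tbxt in 6, Spink4 in 5, and Epha2 and Tns4 in 2 of the 10 fits that left out 1 library, with the highest adjusted p for Tns4 without 8P 4 (0.10). Lzts1 lost it in 5 of 8 such fits in 0P vs 0ND (highest 0.10 without 0P 4). As a list the 15 passed in 0P vs 0ND (median 1.09, camera adjusted p = 0.0014, and 0.072 with an estimated correlation) and in 8P vs 8ND (0.81, 0.022 and 0.11), and the latter call was lost without 8ND 4 (0.056) or 8P 2 (0.052).

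**Figure D3:**
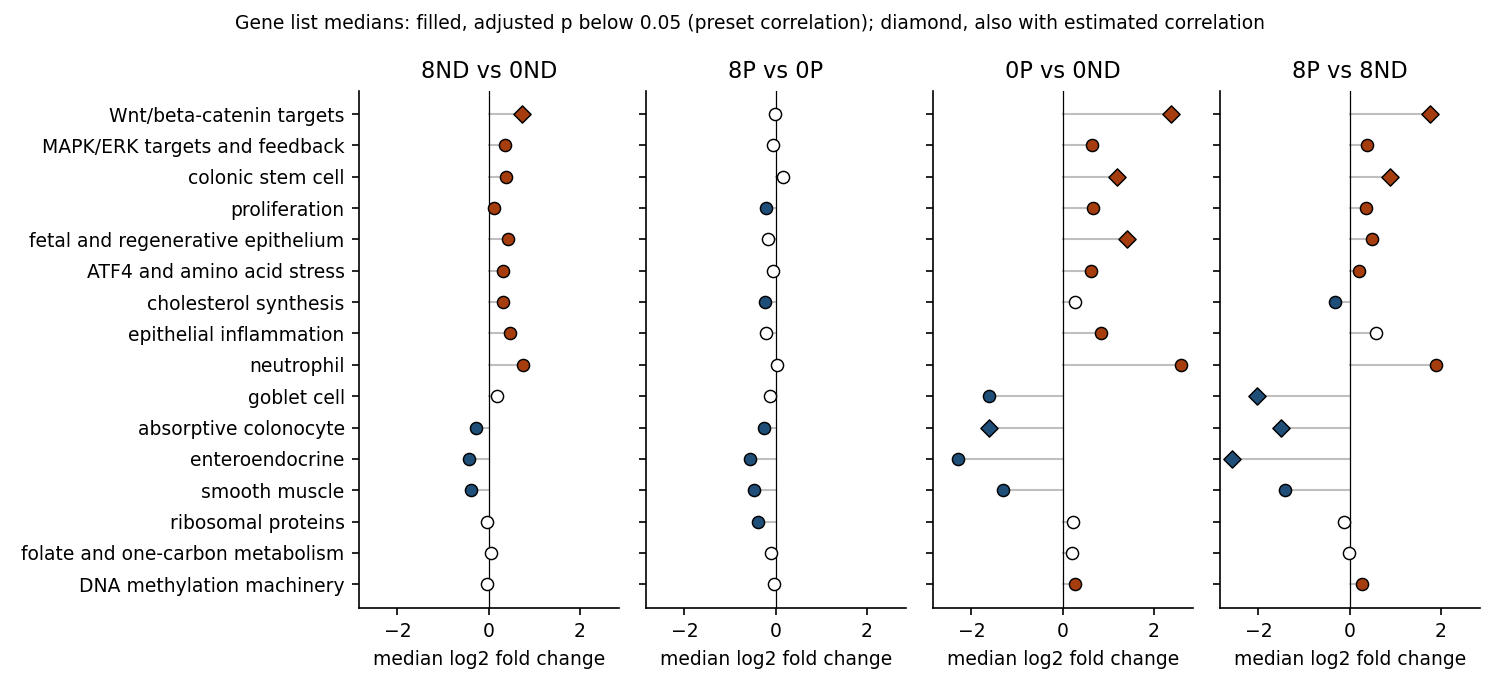
Each symbol is the median log2 fold change of 1 gene list (y axis) in 1 comparison (panels), filled where the camera adjusted p with a preset correlation was below 0.05 and drawn as a diamond where the estimated correlation also gave a call. Wnt targets have medians of 0.72 in 8ND vs 0ND, −0.01 in 8P vs 0P, 2.37 in 0P vs 0ND and 1.76 in 8P vs 8ND.

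The fold changes of 8ND vs 0ND and of 0P vs 0ND were also compared with each other, to ask whether the dose moved ND epithelium along the direction of dysplasia. All 10 genes past the threshold in 8ND vs 0ND had passed in 0P vs 0ND in the same direction, where independent lists would share 0.954 higher and 0.627 lower. Both comparisons use the 0ND libraries, and in 20 simulations of unchanged groups 9 to 10 of the 10 genes with the smallest p had the same direction in both, with 0 to 1 past both thresholds. With the 0ND libraries split so that none was shared, 8 to 9 of the 10 genes with the smallest p in 8ND vs 0ND passed in 0P vs 0ND in the same direction over 6 splits. Across the 20787 genes, which are not independent replicates, the fold changes of both comparisons correlated with r = 0.64, against 0.53 in simulations of unchanged groups that share the 0ND libraries. The covariance was 0.340 against a simulated 0.0706, and with the 0ND libraries split so that none was shared it was 0.270 to 0.318 over 6 splits (r 0.41 to 0.49). Between 8ND vs 0ND and 8P vs 8ND, which share the 8ND libraries, r was 0.28 (simulated −0.49) and the covariance 0.114 (simulated −0.0574). Over 20 splits of the 8ND libraries the covariance was 0.0563 to 0.310. The effects of dysplasia on both diets, which share no library, correlated with r = 0.82.

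**Figure D4:**
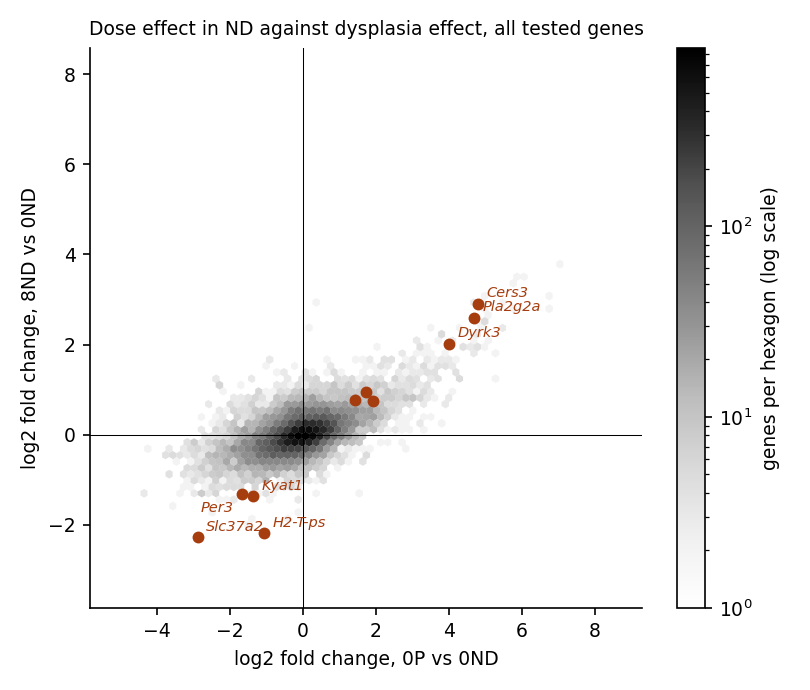
Hexagons show the number of tested genes (log color scale) by log2 fold change in 0P vs 0ND (x axis) and in 8ND vs 0ND (y axis), and colored points are the 10 genes past the threshold in 8ND vs 0ND. All 10 lie in the quadrants where both fold changes have the same sign.

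Whether the dose acted differently in P and in ND was tested as an interaction. In edgeR 0 genes passed, with 2163 at an unadjusted p under 0.05, while DESeq2 called 81 and limma-voom 0. The smallest p-values belonged to Cers3 (−2.78 ± 0.48), Tubb2b, a tubulin (−1.97 ± 0.37), Dyrk3 (−2.26 ± 0.44), Rem2, a small GTPase (−2.63 ± 0.52), and Mid1ip1, a regulator of fatty acid synthesis (−0.93 ± 0.19), each with an adjusted p of 0.22 and a lower effect of the dose in P than in ND. Without 8ND 3 the count was 26 and without 0P 1 it was 2, and Cers3 passed in both fits (adjusted p = 0.035 and 0.037), while Dyrk3 (0.010) and Tubb2b (0.037) passed without 8ND 3. Wnt targets had a median difference of −0.74 (camera adjusted p = 2.9e-19, and 0.15 with an estimated correlation), and MAPK/ERK targets −0.42 (1.2e-04 and 0.20). Absorptive colonocyte (0.03, 0.71), enteroendocrine (−0.40, 0.22), smooth muscle (−0.03, 0.65), macrophage and dendritic (−0.25, 0.083), MHC class II (−0.44, 0.16) and p53 target genes (−0.14, 0.17) did not pass. Absorptive colonocyte passed without 0P 1 (0.024), enteroendocrine without 8P 2 (0.045) smooth muscle without 0ND 2 (0.0025) and p53 targets without 0P 1 (0.027). Macrophage and dendritic passed without 0ND 1, 0P 2, 0P 3, 8ND 1, 8ND 4 or 8P 2 (lowest adjusted p = 0.0032), and MHC class II without 0ND 1, 0P 2, 8ND 1 or 8P 2 (0.0014).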

Values the study reported

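The study reported that of 411 genes with different DNA methylation between 8ND and 0ND epithelium, 15 were differentially expressed by RNA-Seq. For Tbxt it gave a fold change of 11.8 between 8 mg and 0 mg FA in ND epithelium and of 61.4 between P and ND on 0 mg FA. The corresponding fold changes were 3.1 and 10.5 for Slc4a11, 2.1 and 7.0 for Dusp4, and 1.7 and 4.6 for Thbs1. Of the 15 genes, 12 showed a similar trend in P relative to ND. Genes were called at an FDR of 0.05 with a fold change of 2 in DESeq2, and with a fold change of 1.5 in Cuffdiff.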

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

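The tests of the share of dysplastic cells in the 8ND libraries, of the difference of that share between the diets, and of the shares that single genes would need were chosen only after the result was seen.

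The effect of the dose differed between P and ND for 21 of 33 lists in the camera test of the interaction, each with a lower effect in P. With an estimated correlation 0 lists passed (adjusted p 0.15 to 0.61), and fry called 5. The median difference on the log2 scale was −2.70 for Paneth-like genes, −1.77 for the study's qPCR inflammation genes, −0.74 for Wnt targets, −0.71 for neutrophil, −0.63 for fetal and regenerative epithelium, −0.59 for B and plasma cell and −0.54 for endothelium genes. It was −0.48 for the study's 15 genes, −0.46 for cholesterol synthesis, −0.45 for ATF4 and amino acid stress, −0.42 for MAPK/ERK targets, −0.42 for fibroblast and matrix and −0.38 for goblet cell genes. The remaining medians were −0.34 for unfolded protein response, −0.33 for proliferation, −0.33 for ribosomal proteins, −0.30 for colonic stem cell, −0.27 for epithelial inflammation, −0.20 for tuft cell, −0.12 for folate and one-carbon metabolism and −0.10 for the study's methylation genes. Paneth-like stood at −1.86 without 8ND 1, the qPCR inflammation genes at −0.89 without 0P 3 and B and plasma cell at −1.50 without 0ND 1. Over single libraries left out, epithelial inflammation ran from −0.72 to −0.18 and unfolded protein response from −0.42 to −0.12. Goblet cell ran from −0.51 to −0.14 and tuft cell from −0.33 to −0.056. The study's 15 genes lost their call without 0ND 1 (adjusted p = 0.050), and goblet cell without 0P 1 (0.41), 8P 3 or 8P 4. The study chose its 15 genes by 8ND vs 0ND in these libraries, which by itself favors a smaller effect in P. Of the 18 fits that left out 1 library, tuft cell lost its call in 11 (highest adjusted p = 0.13 without 0ND 2), neutrophil in 8 (0.22 without 0ND 4), the methylation genes in 7 (0.11 without 8P 4), colonic stem cell in 6 (0.18 without 0P 1), B and plasma cell in 6 (0.21 without 8ND 3) and folate and one-carbon metabolism in 5 (0.061 without 0P 2).

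In 31 of 402 groups of values 1 library lay far from the others, where chance gives about 1 in 20. In 8ND 3 the B and plasma cell markers summed to 2679 CPM (others up to 1672) and the enteric glia and neuron markers to 50.4 CPM (others from 78.6), while Slc5a8 stood at 336, Jchain at 2407 and Slc30a2 at 0.215 CPM. In 8ND 5 the smooth muscle markers summed to 3244 CPM (others up to 2316), with Tns4 at 56.4 and Sult1a1 at 91.0 CPM, and in 8ND 4 Mtap stood at 9.08 CPM. In 8P 4, 33151 genes had a read (29427 to 30450 in the other 8P libraries), with Aqp8 at 0.141 and Car4 at 1.13 CPM. In 8P 3, Neu1 stood at 50.4, Slc1a4 at 27.9, Cfi at 2.03 and Rem2 at 4.79 CPM, and in 8P 5 Atp11a at 237 CPM. In 0P 1, Slc37a2 stood at 25.4, Gcg at 5.37 and Plk2 at 34.6 CPM, in 0P 2 Tubb2b at 19.7, in 0P 3 Ptgs2 at 151 (others up to 15.8) and in 0P 4 Spp1 at 27.6 CPM. In 0ND 1, Muc2 stood at 5899 CPM (others up to 3725) and Sp5 at 0.127, in 0ND 2 Spdef at 17.3, in 0ND 3 Slc4a11 at 1.78 and Rnf43 at 84.1, and in 0ND 4 Asns at 8.45, Aldh1l2 at 1.95 and Guca2a at 127 CPM.

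Other splits of the libraries were fitted for each count of genes. For 8ND vs 0ND, 2 of 100 splits, the real one included, gave at least the 10 genes found, so chance can be excluded at that share. The highest other split gave 159 genes by placing 8ND 3 with the 4 0ND libraries, and a count so far above the real one points to a structure among the libraries, with 8ND 3 apart from the other 8ND libraries. For 0P vs 0ND, 1 of 35 splits gave as many as the 6562 found (highest other 0), and for 8P vs 8ND 1 of 100 gave as many as the 5869 found (highest other 1297, from exchanging 8ND 1 with 8P 2), so chance can be excluded for both. For 8P vs 0P and for the interaction, where 0 genes passed, 100 of 100 splits gave at least as many (highest other 42 and 47), an outcome that a count of 0 fixes, so the splits do not bear on chance there.

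In 8ND vs 0ND the fold changes ran along those of 0P vs 0ND, and the estimated share of the dysplasia profile was 0.261 in 8ND 1, 0.222 in 8ND 2, −0.00144 in 8ND 3, 0.0954 in 8ND 4 and 0.0941 in 8ND 5. The shared 0ND libraries alone are argued against, since the covariance of the fold changes was 0.270 or more in each split in which the comparisons shared none. Dysplastic cells inside the dissected 8ND areas cannot be told apart from a shift of every gene on the log scale, since the share from genes at least 16-fold higher in dysplasia was 0.756 times that from genes 4 to 8-fold higher, between the 0.411 of such a shift and the 0.856 to 1.18 of simulated mixtures. The genes lower in dysplasia leave this open too, as their share exceeded that of the higher genes by 0.277 in 8ND and 0.0676 in 0ND, a difference of 0.210 (exact permutation p = 0.0873) that 4 and 5 libraries neither establish nor exclude. The share was 0.134 ± 0.106 in 8ND and 7.8e-04 ± 0.0135 in 0ND, a difference of 0.133 (exact permutation p = 0.0397). An effect of the diet on ND epithelium cannot be told apart from more dysplastic cells in the dissected areas. The study cut ND areas by laser microdissection from colon without dysplasia, but the labels do not give the makeup of those areas. In addition 8ND 3, with a share inside the range of 0ND, is 1 library.

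Among the 10 genes past the threshold in 8ND vs 0ND, the parts higher and lower in 8ND differed in the share of dysplastic cells that their levels would need. The 4 lower genes, Slc37a2, Kyat1, Per3 and H2-T-ps, would need a median share of 0.928 (0.809 to 1.13). The highest needed share is that of H2-T-ps, and the other 3 reach 0.952. All exceed the highest share estimated in any 8ND library from genes higher (0.261) or lower in dysplasia (0.532). Since these 4 were chosen because this same difference passed the threshold, which favors large needed shares, dysplastic cells as their whole source are not decided. For the 6 higher genes, with a median share of 0.235 (0.213 to 0.437), dysplastic cells cannot be told apart from another source, since Myof (0.437) and Pmepa1 (0.333) would need more than 0.261 and in 8ND 3 the median over the 6 would be 0.162 against an estimate of −0.00144. A direct effect of the diet on these genes stays open and was not tested apart from dysplastic cells.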

How the results depend on the processing

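The fits without 8ND 1 and 8ND 2 were chosen only after the result was seen. Of 9611 results of named genes under the alternatives, 9276 kept their direction and side of the threshold, 203 lost and 128 gained a call, and 4 turned, and of 2475 results of lists 2182 kept, 209 lost, 82 gained and 2 turned in the direction of the camera test. The counts of genes in 0P vs 0ND (5302 to 7294) and in 8P vs 8ND (4970 to 7090) stayed within 1.5 times the main ones in every alternative. Where a cause is not named it was not tested. Low depth limits genes such as Sp5, Mt4 and Cfi, which had at most 6 counts over the 0ND libraries.

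In 8ND vs 0ND, where 10 genes passed, the count was 41 with no filter on low counts, 313 with DESeq2 (225 higher and 88 lower, with the 10 among them) and 51 with limma-voom, of which 35.3% were higher against 60% of the 10. It was 15 with only these groups in the fit, 4 of the 10 among them, and 0 without 8ND 1 and 8ND 2, a fit with fewer samples in which 1437 genes had an unadjusted p under 0.05. Leaving out single libraries gave 2 to 157. In 8P vs 0P, where 0 genes passed, DESeq2 size factors gave 2, no filter 2, DESeq2 13, limma-voom 1, and single libraries left out 0 to 5. For the interaction no filter gave 1 and DESeq2 81, and leaving out single libraries gave 0 to 26. With DESeq2, 10 of the study's 15 genes passed in 8ND vs 0ND at an adjusted p under 0.05 and 3 of them also changed at least 2-fold, against 0.

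With an estimated correlation, camera called 1 list in 8ND vs 0ND (19 at the preset correlation), 0 in 8P vs 0P (9), 4 in 0P vs 0ND (18), 5 in 8P vs 8ND (19) and 0 in the interaction (21). Fry called 8, 0, 20, 23 and 5 lists by direction and 13, 1, 29, 29 and 11 in either direction. Fry asks another question of the same genes. Camera with an estimated correlation is the same test with the correlation taken from the data, so the calls lost there depend on the preset correlation. Leaving out single libraries gave 16 to 21, 8 to 12, 18 to 21, 16 to 21 and 16 to 22 lists. Without 8ND 1 and 8ND 2, calls in 8ND vs 0ND were lost for the study's 15 genes (adjusted p = 0.098), absorptive colonocyte (0.074), enteroendocrine (0.33), p53 targets (0.11), neutrophil (0.075) and smooth muscle (0.11), and gained for goblet cell (0.037), interferon response (0.0030), B and plasma cell (0.021) and endothelium (0.030). In that fit cholesterol synthesis lost its call in 8P vs 8ND (0.077) and MHC class II gained one (0.028). In the interaction the study's 15 genes (0.076), colonic stem cell (0.41) and neutrophil (0.14) lost theirs, and enteroendocrine (0.027), interferon response (0.023), MHC class II (0.018) and macrophage and dendritic (0.023) gained one. With DESeq2 size factors B and plasma cell lost its call in 8P vs 0P (adjusted p = 0.052).

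The median of smooth muscle, which passed in 8ND vs 0ND, was −0.53 to 0.023 over single libraries left out, above 0 without 0ND 2 (adjusted p = 0.98). There the medians of 12 of 33 lists lay on both sides of 0, among them B and plasma cell (−0.72 to 0.66), MHC class II (−0.39 to 0.63) and T and NK cell (−0.40 to 0.13), which had no call. In 8P vs 0P the absorptive colonocyte median was −0.35 to 0.031 over single libraries left out, above 0 without 0P 1, the interferon response median −0.19 to 0.10, and Ptgs2 −2.06 to 0.025, above 0 without 0P 3. Without 0P 3 interferon response passed in the lower direction (adjusted p = 0.022). In 8ND vs 0ND Lzts1, which did not pass, was −0.60 to 0.10 over single libraries left out, at 0.10 without 0ND 2 and 0.05 without 8ND 2, and 0.23 without 8ND 1 and 8ND 2. The correlation of fold changes in 8ND vs 0ND and 0P vs 0ND was 0.803 over genes past the threshold in the latter and 0.621 to 0.674 over single 0ND libraries left out. Between 8ND vs 0ND and 8P vs 8ND it was 0.452 over genes past the threshold and 0.181 to 0.280 over single 8ND libraries left out.

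Whether the replicate numbers pair the libraries could not be decided from 4 or 5 pairs. Deviations from the group means correlated at 0.0261 to 0.196 between 0ND and 0P of the same number (2 of 4 over 0.1), at −0.0787 to 0.273 between 8ND and 8P (2 of 5) and at −0.215 to −0.0518 between 0ND and 8ND (0 of 4), and libraries correlated best with their own number in 2 of 4, 2 of 5 and 0 of 4 cases. With the number as a block the counts were 3 in 8ND vs 0ND (Pla2g2a among them and 9 of the 10 not), 0 in 8P vs 0P, 5999 in 0P vs 0ND, 5328 in 8P vs 8ND and 0 in the interaction, and no list call was lost in 0P vs 0ND, 8P vs 8ND or the interaction, where the lists were tested with the block. Calls were gained for B and plasma cell in 0P vs 0ND (adjusted p = 0.0091), for epithelial inflammation (0.044) and MHC class II (0.037) in 8P vs 8ND and for MHC class II in the interaction (0.027).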

Other observations

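The levels of Arntl, the clock score expected from the share of the dysplasia profile, the score in 8P against 0P and the fit without 8ND 1 and 8ND 2 were looked at only after the result was seen, and the other clock tests were set before the clock genes they use were examined.

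Interferon response, T and NK cell, MHC class II, posterior Hox and mitochondrially encoded genes did not pass as lists between P and ND on either diet. Of 36 interferon response genes 2 rose and 2 fell in 0P vs 0ND (median −0.13, camera adjusted p = 0.69), and 3 rose and 4 fell in 8P vs 8ND (−0.11, 0.88). Of 15 T and NK cell genes 2 rose and 2 fell in each comparison (−0.03, 0.86 and 0.14, 0.96). None of the 9 MHC class II genes passed in edgeR (−0.16, 0.80 and −0.63, 0.16), and that list passed in 8P vs 8ND without 8ND 1 and 8ND 2 (−1.06, adjusted p = 0.028). Of 11 posterior Hox genes, which set the position along the gut, 2 rose and 1 fell in 0P vs 0ND (0.02, 0.999) and 0 passed in 8P vs 8ND (0.04, 0.98). Of 11 mitochondrially encoded genes 1 fell in each comparison (0.13, 0.87 and 0.03, 0.72).

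Of 48 ribosomal protein genes 2 rose and 1 fell in 0P vs 0ND (median 0.22, camera adjusted p = 0.066), and 1 fell in 8P vs 8ND (−0.12, 0.39). The list passed in the higher direction in 0P vs 0ND without 0ND 2, 0ND 4, 0P 2 or 0P 3 (lowest adjusted p = 0.0051), and in the lower direction in 8P vs 8ND without 8ND 2 (0.049) or 8P 4 (0.022). In 8P vs 8ND, 5 macrophage and dendritic genes rose and 1 fell of 20 (0.35, 0.0501), and the list passed without 8ND 3, 8ND 5, 8P 1, 8P 3 or 8P 4 (lowest 0.012). Of 18 endothelium genes 2 rose and 5 fell there (−0.41, 0.097, and 0.040 without 8P 5), of 21 fibroblast and matrix genes 2 rose and 5 fell (−0.08, 0.29, and 0.013 without 8P 5), and of 9 enteric glia and neuron genes 2 rose and 3 fell (−0.29, 0.34). In 0P vs 0ND 2 of the latter rose and 4 fell (−0.27, 0.31).

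Per3 fell in 8ND vs 0ND, and other genes of the circadian clock were scored as the mean log2 CPM of Npas2, Clock, Nfil3 and Cry1 minus that of Nr1d2, Tef, Hlf and Per1. The score was −1.59 ± 0.0881 in 0ND and −0.0136 ± 0.636 in 8ND, a difference of 1.58 (exact permutation p = 0.0159), which is consistent with collection of the groups at different times of day, a detail not given in the sources used here. Arntl, whose product drives the clock, averaged 44.8 CPM in 8ND against 25.5 CPM in 0ND and 23.5 CPM in P (exact permutation p = 0.0397 and 0.00250), 19.3 CPM above the higher of them, which no share of dysplastic cells gives and which argues against them as the whole source of its level. For the 8 genes of the score, which exceeded the one expected from each library's share of the dysplasia profile by 1.35 more in 8ND than in 0ND (exact permutation p = 0.0159), dysplastic cells cannot be told apart from a time of day at the larger share estimated from genes lower in dysplasia, where the excess was 0.970 (exact permutation p = 0.0635). The score was 0.302 ± 0.521 in 0P and 0.788 ± 0.243 in 8P, a difference of 0.486 (exact permutation p = 0.0635), with their mean 0.585 above that of 8ND (exact permutation p = 0.0604). The study lists Arntl among genes with different DNA methylation between 8ND and 0ND, though not as differentially expressed there. An effect of the diet on the clock stays open and was not tested.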
